A study of Mus musculus with 4 samples. Its data were reported in "Long-Range Chromosome Interactions Mediated by Cohesin Shape Circadian Gene Expression" (2016).

How the data were processed

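RNA-Seq was measured in 4 libraries of mouse embryonic fibroblasts, control and Smc3-/-, each collected 20 h and 32 h after dexamethasone. TruSeq RNA libraries of the kit named in the study's methods do not mark strand, a property of the kit that the methods do not mention. Per those methods, single-end reads were mapped to the mouse assembly mm9 by Tophat, and uniquely mapped reads on exons were counted for each gene with HTSeq. The authors deposited these raw counts for each gene symbol, with no normalisation. The versions of these tools, the annotation release and the strand setting of the counting are not given in the sources used here. Because unique reads alone were counted, genes with near-identical copies are undercounted, and reads of genes that overlap on opposite strands cannot be told apart. No row of the files held reads outside genes.

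Total counts ranged from 10602711 to 13366056. Library groups came from the genotype given in the labels, and the study treated the 20 h and 32 h libraries as replicates, which was followed here. Counts were tested with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood after trimmed mean (TMM) normalisation, in 12028 genes kept by filterByExpr with its minimum count of 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. The SE of a log2 fold change was its size divided by the square root of the F statistic. CPM values use the normalised library sizes. The time comparison had genotype as a covariate. The selection by fold used counts divided by median-ratio size factors and a log2 limit of 0.8. Gene lists, 32 in all, were fixed before the data were examined and tested with camera (limma 3.58.1) at a preset correlation of 0.01, with an estimated correlation, and with fry, which passed no list in either comparison (smallest adjusted p = 0.132 between genotypes and 0.167 between times). With 4 libraries the setting with an estimated correlation has few residual degrees of freedom, so failure there cannot decide against a list. Intervals on counts and ratios of single libraries are exact and at 95%, and cover counting error only.

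The genes named were chosen by a rule fixed at the same stage as the lists. It took Smc3, the measured core clock and candidate loop genes, the 12 largest increases and 12 largest decreases between genotypes among called genes with a mean of at least 5 CPM and both Smc3-/- libraries beyond both control libraries, 6 in each direction for time, and for each list the called members with the largest changes, or the most abundant members where none was called.

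Collection time is given in the labels and pairs the libraries across genotypes. The deviations of the 2 libraries of one time from their genotype means had a correlation of 0.408 across genes, and the second principal component, with 26.4% of the variance, separated the times, while the first, with 64.7%, separated the genotypes. The fit with time as a replicate block is therefore given beside results whose call or count it changes. No 2 libraries agreed within sampling noise, the smallest chi-square per degree of freedom between libraries being 10.8.

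Gene coordinates, exonic length and span were taken from the GENCODE vM1 annotation, which is on the same assembly as the counts, and GC content from its longest coding transcript. Of the genes tested 97.6% had a span and 95.0% had GC content and length. Trends on GC content and exonic length were fitted to log2(CPM + 1) in each library with natural splines of 5 degrees of freedom and entered as offsets, a correction added after the data were seen. Lists were also compared between genotypes, after the data were seen, with 10000 lists matched on GC content, exonic length and expression, drawn from the 50 nearest genes of each member. Members were drawn independently, so the spread of matched lists is too narrow for lists whose genes vary together. The alternatives tried were median-ratio size factors, library size only, DESeq2 1.42.0, limma-voom, other filters, time as a block, a threshold of 0.01, each library left out in turn, and the corrections for GC content and length.

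The fits were tested on simulated counts for 12028 genes, with 200 genes changed. In the comparison of genotypes 52 of 100 genes changed 2-fold and 86 of 100 changed 4-fold were recovered, with 0 false calls. With time as a block 88 and 99 were recovered with 3 false calls, and in the comparison of times 86 and 97 with 9 false calls. In 11428 genes with the fitted trends added, of which 96 were changed 2-fold and 92 changed 4-fold, the blocked fit made 977 false calls without the correction and 15 with it. The added trends came from the same splines as the correction, so this run cannot show how the correction does on real counts. All runs took their dispersions from the blocked fit. In the runs between genotypes both genotypes changed alike with time, a setting that favours the block.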

Results

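RNA-Seq was carried out on mouse embryonic fibroblasts (MEFs), connective tissue cells cultured from mouse embryos, that carried loxP sites around part of Smc3 in both copies. Smc3 encodes a subunit of cohesin, the ring-shaped complex that holds sister chromatids together and helps to form chromosome loops. Confluent cells received adenovirus with GFP alone (control) or with Cre recombinase and GFP (Smc3-/-), were kept without serum, were synchronised with dexamethasone, a glucocorticoid that resets the circadian clock of cultured cells, and were collected 20 h or 32 h later. There was 1 library for each genotype at each time, 4 in all, so each genotype had 2 libraries that also differed in collection time. The deposited values were read counts per gene. Total counts were 11936000 in control cells at 20 h, 11177133 in control cells at 32 h, and 13366056 at 20 h and 10602711 at 32 h in the libraries labelled Smc3-/-. Nothing in the sources says that the libraries came from separate cultures, so p-values measure only the spread between these libraries, which may be technical or come from collection time. Cre was present only in the libraries labelled Smc3-/-.

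The targeted gene was examined first. Smc3 (mm9, chromosome 19, 53674886 to 53720323) had a normalised count (CPM, counts scaled to library size) of 30.3 in control cells at 20 h and 46.1 at 32 h, and of 31.4 and 31.0 in the libraries labelled Smc3-/-. The log2 fold change between genotypes was -0.29 ± 0.20 (SE, n = 2 per genotype), which was not past the threshold (edgeR adjusted p = 0.356). At 20 h the log2 ratio of the Smc3-/- library to the control library was 0.05, with a 95% counting interval from -0.15 to 0.26, and at 32 h it was -0.57, from -0.78 to -0.37. Without the control library at 20 h the fold change was -0.56 (edgeR adjusted p = 0.0354), and without the control library at 32 h it was 0.05 (edgeR adjusted p = 0.876). After removal of GC and length trends, described below, the sign turned, to 0.13 (edgeR adjusted p = 0.604), and to 0.14 with time as a replicate block (0.363). The deposited counts cover the exons of the whole gene, and which exons are removed is not given in the sources used here, so transcripts that lack only those exons would still be counted. The counts therefore do not by themselves check the genotype labels, and every direction below is drawn between libraries as they are labelled.

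**Figure D1:**
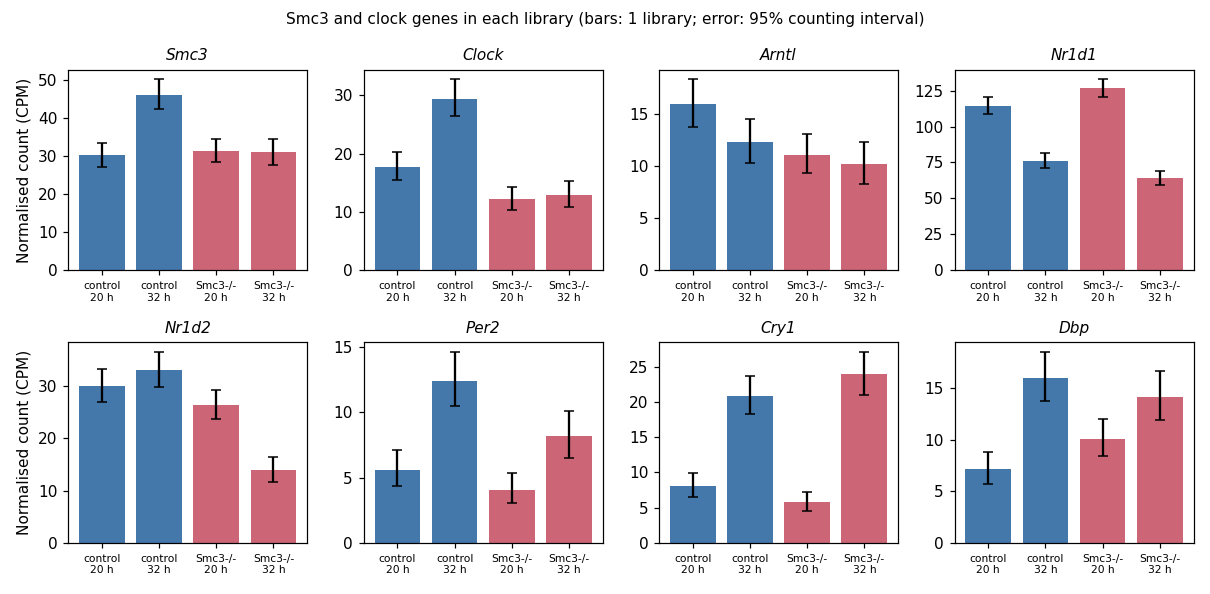
Normalised count (CPM) of Smc3 and of 7 clock genes in each of the 4 libraries, control in blue and Smc3-/- in red; each bar is 1 library and the error bars are 95% counting intervals. Smc3 was between 30.3 and 31.4 CPM in 3 libraries and at 46.1 CPM in control cells at 32 h, and Cry1 was higher at 32 h than at 20 h in both genotypes.

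The first comparison asked which genes differ in expression when cohesin is removed. Genes with the largest decreases in the libraries labelled Smc3-/- included Met, a receptor tyrosine kinase (log2 fold change -2.14 ± 0.31, SE), Plagl1, an imprinted zinc finger gene (-2.11 ± 0.32), Chodl (-2.01 ± 0.18), Gfra1, a receptor for glial cell line-derived neurotrophic factor (-1.95 ± 0.15), and Kitl, the ligand of the Kit receptor (-1.72 ± 0.22). Chodl was at 189 ± 41.6 CPM (SD, n = 2) in control libraries and at 46.7 ± 5.82 CPM in the libraries labelled Smc3-/-, and Gfra1 was at 29.9 ± 0.461 and 7.72 ± 0.525 CPM. The other genes of this group were Ptprz1 (-2.29), Smpd3 (-1.89), Vnn1 (-1.81), Odz4 (-1.79), Mef2c, a transcription factor of the MEF2 family (-1.74), Ifit1 (-1.68) and Dennd4a (-1.68). Among the largest increases were those of Clca1 (2.38 ± 0.30), Tes (1.72 ± 0.29), Uchl1, a ubiquitin hydrolase (1.45 ± 0.29), Gpr39 (1.42 ± 0.26) and Kng2 (1.16 ± 0.12), a kininogen gene that was at 58.2 ± 5.91 CPM in control libraries and 130 ± 12.6 CPM in the libraries labelled Smc3-/-. Igfals, 1500015O10Rik, Tmem151b, Ly6c1, Col9a3, Dhcr24 and Col9a1 rose by log2 fold changes between 1.17 and 1.29. Adjusted p-values of these 24 genes lay between 0.0201 and 0.0490 (edgeR). After removal of the GC and length trends described below 8 of the 24 were still called and 16 were not, with adjusted p-values from 0.0523 to 0.0788. Of these 16, 15 kept a log2 fold change within a factor of 1.5 of the uncorrected log2 value, and only that of Dennd4a moved further (-1.11). The median unadjusted p of the 16 went from 0.00129 to 0.00147, and with time as a replicate block all 24 were called after the correction. Exons of Tes, Uchl1, Gpr39, Col9a3, Dhcr24, Gfra1 and Odz4 overlap those of genes on the other strand, and the library kit does not mark strand, so reads of the overlaps may belong to either gene.

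Of 12028 genes tested by edgeR's quasi-likelihood test, 172 were higher and 556 lower in the libraries labelled Smc3-/- at an adjusted p under 0.05, so that 76.4% of the called genes were lower. That share was 87.5% when libraries were scaled by their totals alone (64 higher, 448 lower). With collection time as a replicate block the counts were 1643 higher and 2305 lower, and the share was 58.4%. Without the control library at 32 h 7 genes were called, 0 higher and 7 lower, without the Smc3-/- library at 32 h 8 were higher and 33 lower, without the Smc3-/- library at 20 h 90 were higher and 297 lower, and without the control library at 20 h 290 were higher and 1307 lower. These fits leave the times unbalanced between genotypes.

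The fold change between genotypes followed the composition and length of the transcripts. Across genes, Spearman's rho of the log2 fold change was 0.505 with GC content, -0.361 with exonic length and -0.353 with the genomic span of the gene; genes are not independent replicates. The called lower genes had a median GC content of 45.4%, a median exonic length of 7.25 kb and a median span of 86.2 kb, against 50.7%, 3.68 kb and 22.3 kb in genes that were not called, and 54.0%, 2.95 kb and 15.0 kb in the called higher genes. The 2 control libraries also differed from each other along GC content, with a rho of -0.424 for 32 h minus 20 h, and the value for the 2 libraries labelled Smc3-/- was 0.0455. When the trends on GC content and exonic length were removed from each library, a step chosen after the data were seen, 33 genes were called higher and 57 lower among 11428 genes, against 158 and 497 of the same genes without it. At an unadjusted p under 0.05 there were 2753 genes after the correction and 3624 before, so that the adjustment for multiple tests was stricter after it. With collection time as a replicate block the corrected counts were 1805 higher and 1403 lower, against 1529 and 2139.

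**Figure D2:**
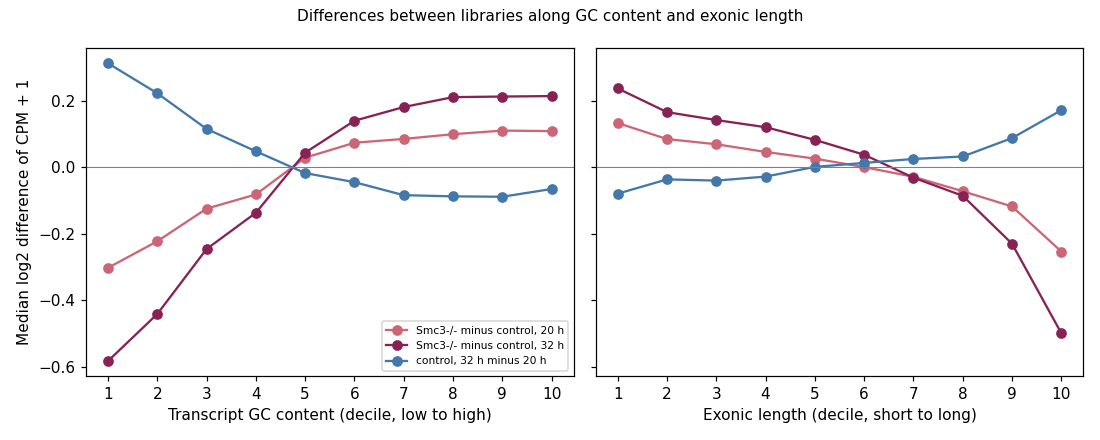
Median log2 difference of CPM + 1 (vertical axis) in 10 about equal groups of genes ordered by transcript GC content (left) or exonic length (right), for libraries labelled Smc3-/- minus control at 20 h and at 32 h and for control cells at 32 h minus 20 h. In the genes of lowest GC content the median difference between genotypes was -0.30 at 20 h and -0.58 at 32 h, and the difference between the 2 control libraries was 0.31.

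The study states a limit on fold change for its selection of genes and names no limit on p. Here, with a limit on fold alone, among 13376 genes with at least 1 read in every library, 363 genes had a log2 ratio of mean normalised counts over 0.8 in favour of the libraries labelled Smc3-/- and 1210 in favour of control. With at least 2 reads in every library (12825 genes) the numbers were 248 and 1064. Of the 728 genes called by edgeR, 35 were higher and 353 lower by more than that limit. A further set, chosen after these counts were seen, was the 11421 genes that passed filterByExpr and had at least 2 reads in every library and known GC content. In it the edgeR fold change gave 157 higher and 854 lower genes. After removal of the GC and length trends there were 157 higher and 357 lower, of which 118 and 315 were selected both times.

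The differences between genotypes at 20 h and at 32 h come from separate libraries. Across 12028 genes Pearson's r between them was 0.751 and Spearman's rho 0.744, and 79.2% of genes had the same sign at both times. After removal of the GC and length trends r was 0.678.

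Core clock genes were the next question, since the study asked whether cohesin takes part in circadian gene expression. Of the 21 measured core clock genes edgeR called 0, and 0 when adjusted over the list alone, 3 had an unadjusted p under 0.05, DESeq2 called 1 lower and limma-voom 0. Clock, a transcription factor that pairs with Bmal1, was at 23.6 ± 8.30 CPM (SD, n = 2) in control libraries and 12.5 ± 0.474 CPM in the libraries labelled Smc3-/-, a log2 fold change of -0.91 ± 0.25 (edgeR adjusted p = 0.0734), and Rora, a nuclear receptor that activates Bmal1 transcription, gave -1.06 ± 0.31 (edgeR adjusted p = 0.0823). With time as a replicate block both were called lower (edgeR adjusted p = 0.00095 for Clock and 0.00945 for Rora), as were Nr1d2 (0.00796) and Fbxl3 (0.00388). After removal of the GC and length trends the values were -0.32 for Clock (edgeR adjusted p = 0.304) and -0.35 for Rora (0.501), and with the block added neither of these was called (0.111 and 0.356), nor were Nr1d2 (0.147) and Fbxl3 (0.727), while Per2, Cry2 and Nfil3 were called lower. Npas2 had counts of 20, 8, 8 and 5 in control at 20 h and 32 h and in the libraries labelled Smc3-/- at 20 h and 32 h, too few to be tested. Arntl, which encodes Bmal1, gave -0.41 ± 0.19 (edgeR adjusted p = 0.201), and Nr1d1, which encodes the repressor Rev-erb alpha, gave 0.01 ± 0.32 (edgeR adjusted p = 0.993). Exons of Nr1d1 overlap those of Thra on the other strand, exons of Dbp those of Sphk2, and exons of Rora, Cry2 and Tef those of other genes, so reads of these overlaps may belong to either gene.

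As a list, the core clock genes had a median log2 fold change of -0.23 (camera adjusted p = 0.413). This median lay at percentile 2.29 of 10000 lists matched on GC content, exonic length and expression, whose central 95% ran from -0.22 to 0.12. The percentile was 37.7 for the E-box list, 5.53 for the RRE list and 33.9 for the Bmal1 list described next. These percentiles were chosen after the data were seen, use only members with known GC content and length, treat genes as independent and are not adjusted for the number of lists. The 10 measured clock genes activated through E-boxes, the sites bound by Clock and Bmal1, had a median of -0.01 (camera adjusted p = 0.838), with 0 called by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2 or limma-voom. The 4 repressed through RREs, the sites bound by Rev-erb, had a median of -0.39 (camera adjusted p = 0.24), with 0 called by edgeR, 1 at an unadjusted p under 0.05, 1 lower by DESeq2, 0 by limma-voom and 1 lower when adjusted over the list alone. For 7 clock genes with Bmal1 at their promoters in MEFs the median was 0.02 and the mean -0.10, and camera's direction was down (adjusted p = 0.838), with 0 called by edgeR, 0 at an unadjusted p under 0.05 and 0 by the other tools. Among genes with at least 2 reads in every library, a background chosen after the counts of that selection were seen, 3 of 23 core clock genes were lower by a log2 fold over 0.8 (Clock, Npas2 and Rora), where 1.91 were expected from the background (one-sided Fisher's exact test, p = 0.297, adjusted p = 0.396 over 4 lists), and 16 of 42 interferon-stimulated genes, where 3.48 were expected (p = 9.47e-08, adjusted p = 3.79e-07). Fisher's test also treats genes as independent. With time as a replicate block edgeR called 1 gene lower in each of the E-box, RRE and Bmal1 lists. In the selection by fold the E-box and RRE lists gave 0 and 2 lower genes, with adjusted p-values of 1 and 0.116.

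Of the study's 10 candidate genes of cohesin loops 7 had enough reads to be tested. Npas2, Tmtc2 and Rnf43 did not. Counts in control at 20 h and 32 h and in Smc3-/- at 20 h and 32 h were 10, 17, 3 and 2 for Tmtc2. For Rnf43 they were 8, 6, 3 and 2. The 7 measured candidate genes all had a negative fold change, with a median of -1.12 (camera adjusted p = 0.000296, adjusted p = 0.948 with an estimated correlation). The study picked these genes partly because they differed in these same samples, so their direction is not independent evidence. Phldb2 (chromosome 16, 45746346 to 45953711) fell from 50.7 ± 13.1 to 23.3 ± 2.26 CPM (SD, n = 2), a log2 fold change of -1.12 ± 0.19 (edgeR adjusted p = 0.0438). Ahnak (chromosome 19, 9063750 to 9151409) fell from 783 ± 112 to 420 ± 67.6 CPM, by 0.90 ± 0.15 on the log2 scale (edgeR adjusted p = 0.0436). Cdo1 (-1.25 ± 0.26, edgeR adjusted p = 0.0468) and Dapk1 (-1.16 ± 0.16, edgeR adjusted p = 0.0422) were also called, and the values were -1.38 for Atr, -0.93 for Kcnb1 and -0.82 for 1200009I06Rik, which were not. All 7 passed when adjusted over the list alone, which for this list is not independent evidence, and all 7 were called with time as a replicate block. Their median lay at percentile 0 of matched lists. After removal of the GC and length trends the fold change of Ahnak was -0.36, that of Phldb2 -0.80, that of Cdo1 -1.29 (edgeR adjusted p = 0.0625), that of Atr -0.79, that of Kcnb1 -1.05 and that of 1200009I06Rik -0.94, and of the 7 only Dapk1 was called (edgeR adjusted p = 0.0441), while with the block added all 7 were. Exons of Atr, Kcnb1 and 1200009I06Rik overlap those of genes on the other strand.

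Among the other gene lists, interferon-stimulated genes were past camera's threshold towards lower expression. Of 38 measured genes 8 were lower, 0 higher and 30 not called, 33 had a negative fold change, and the median was -0.59 (camera adjusted p = 9.65e-07, adjusted p = 0.948 with an estimated correlation). Ifit1, which binds viral RNA, fell from 25.1 ± 5.60 to 7.79 ± 0.126 CPM (SD, n = 2), Ifi203 by 1.78 ± 0.32 on the log2 scale, Ifi204 by 1.47 ± 0.25 and Parp14 by 1.35 ± 0.26. None of these 4 genes was called after removal of the GC and length trends, with fold changes of -1.46, -1.23, -1.18 and -0.96, while with the block added all 4 were. Adjusted over the list alone, 12 were lower and 1 higher, and with time as a replicate block 20 were lower and 1 higher. Of 29 NF-kB and inflammatory genes edgeR called only Saa3, an acute phase protein gene (-1.38 ± 0.11, edgeR adjusted p = 0.0242), while 6 had an unadjusted p under 0.05 and DESeq2 called 2 lower. That list had a camera adjusted p of 0.0584 (adjusted p = 0.948 with an estimated correlation), and of 0.0093 with the block, where 1 gene was called higher and 12 lower, and of 0.012 after removal of the GC and length trends. It was 4.39e-05 without the control library at 32 h and 0.000607 without the Smc3-/- library at 20 h, in fits that leave the times unbalanced between genotypes. The correlation was not estimated in these other fits. The median of the NF-kB and inflammatory list, -0.24, lay at percentile 0.03 of matched lists, and that of the interferon-stimulated genes at percentile 0. Matched lists were drawn as independent genes, while the correlations estimated within these lists were 0.45 and 0.111. For the NF-kB and inflammatory list the percentile therefore cannot show a shift.

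The lists of oxidative phosphorylation, cholesterol synthesis and DNA replication genes were past camera's threshold towards higher expression, with few members called singly. Of 73 oxidative phosphorylation genes 9 were called higher and 71 had a positive fold change, with a median of 0.32 (camera adjusted p = 3.49e-13, adjusted p = 0.948 with an estimated correlation), and 42 were higher when adjusted over the list alone and 53 with the block. Cyc1, of respiratory complex III, rose by 0.54 ± 0.09 and Atp5l, of the ATP synthase, by 0.52 ± 0.11. Of 23 cholesterol genes 4 were higher (Dhcr24, Ldlr, Fdps and Srebf2, by log2 fold changes of 1.17, 1.08, 0.90 and 0.61), with a median of 0.39 (camera adjusted p = 0.00033, adjusted p = 0.948 with an estimated correlation), 4 when adjusted over the list alone and 10 with the block. Of 34 genes of G1/S and DNA replication 2 were called higher, Fen1 (0.82 ± 0.18), which overlaps a gene on the other strand, and Mcm5 (0.65 ± 0.13), and 29 had a positive fold change, with a median of 0.37 (camera adjusted p = 0.000302, adjusted p = 0.948 with an estimated correlation). In this list 3 were higher when adjusted over the list alone and 15 with the block, and without the control library at 20 h, which leaves the times unbalanced, its camera adjusted p was 0.0739. The 81 ribosomal protein genes had a median of 0.19 (camera adjusted p = 3.51e-07, adjusted p = 0.948 with an estimated correlation), with 0 called by edgeR, DESeq2 or limma-voom, 26 at an unadjusted p under 0.05 and 27 higher with the block. This list was no longer past the threshold after removal of the GC and length trends (camera adjusted p = 0.137). None of the 6 lists past the threshold held with an estimated correlation. That setting could not decide with 4 libraries. Even the candidate loop genes, picked on these samples, had an unadjusted camera p of 0.103 there. Against matched lists, whose members were drawn independently, the medians of the oxidative phosphorylation, cholesterol and DNA replication lists lay at percentile 100, and that of the ribosomal protein genes at percentile 2.86. The correlations that camera estimated within these lists were 0.443, 0.0375, 0.739 and 0.638, in that order. For all but the cholesterol list the percentile therefore cannot show a shift. After removal of the GC and length trends none of Cyc1, Atp5l, the 4 cholesterol genes, Fen1 and Mcm5 was called without the block and each was called with it. The log2 fold change of Cyc1 was then 0.30, and the log2 values of the other 7 genes stayed within a factor of 1.5. Ribosomal protein genes have many processed pseudogenes, so their counts are uncertain.

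Cohesin genes themselves were not past the threshold as a list (median -0.34, camera adjusted p = 0.139, and 0.00306 without the control library at 20 h, which leaves the times unbalanced), with Nipbl, which loads cohesin, lower by a log2 fold change of -0.87 ± 0.14 and Rad21, another subunit, by -0.52 ± 0.11. Of 21 imprinted genes Plagl1, Igf2 (-1.66 ± 0.31) and Peg3 (-1.19 ± 0.11) were lower (camera adjusted p = 0.139). Igf2 overlaps the antisense gene Igf2as. Of 43 collagen and extracellular matrix genes Loxl1 (0.79 ± 0.09), Mmp2 (0.55 ± 0.10) and P4ha1 (0.52 ± 0.10) were higher and Postn was lower, from 1346 ± 272 to 596 ± 45.8 CPM (SD, n = 2), and the list was not past the threshold (camera adjusted p = 0.499). Of 33 Mediator genes Med12l (-1.10 ± 0.22), Med13 (-1.06 ± 0.16), Med13l (-0.62 ± 0.11) and Cdk19 (-0.54 ± 0.11) were lower and 1 was higher, Med22 (0.51 ± 0.10), which is named after its values were seen. Of 30 p53 targets Eda2r (-0.84 ± 0.18) and Fas (-0.78 ± 0.16) were lower and Cdkn1a, an inhibitor of the cell cycle, was higher (0.58 ± 0.12). Of 28 genes of the unfolded protein and integrated stress response Psat1 (0.97 ± 0.19) and Calr (0.47 ± 0.09) were higher, and of 24 myofibroblast and SRF/YAP targets Flna was higher (0.45 ± 0.09) and Vcl lower (-0.83 ± 0.09). Of 17 genes near the Nr1d1 enhancer Cdk12 was lower (-0.72 ± 0.13). None of these lists was past the threshold, and each had an adjusted p of 0.948 with an estimated correlation. Against matched lists the median lay at percentile 1.04 for the 16 imprinted genes that could be matched and 1.32 for the p53 targets, and inside the central 95% for the cohesin, collagen, Mediator, stress response, SRF/YAP and Nr1d1 enhancer lists. With time as a replicate block edgeR called 1 higher and 7 lower cohesin genes, 2 and 8 imprinted genes, 8 and 10 collagen and matrix genes, 2 and 7 Mediator genes, 3 and 9 p53 targets, 7 and 4 stress response genes, 7 and 3 myofibroblast and SRF/YAP targets and 2 and 3 genes near the Nr1d1 enhancer. After removal of the GC and length trends Peg3 (-0.72), Postn (-0.72), Loxl1, P4ha1 and Vcl were still called. The values were -0.34 for Nipbl, -0.32 for Rad21, -0.67 for Med12l, -0.39 for Med13, -0.28 for Cdk19, -0.39 for Eda2r and -0.39 for Cdk12, which were not called, and the other genes named here lost their call with a log2 fold change within a factor of 1.5. With the block added, in a fit of the same libraries with 1 residual degree of freedom, all of these genes were called. Exons of Med12l, Med13, Cdk19 and Vcl overlap those of genes on the other strand.

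Several lists had 0 genes called by edgeR and 0 by limma-voom, and were not past the threshold by camera. Against matched lists the median lay at percentile 0 for the immediate-early genes (-0.12), 99.9 for the G2/M genes (0.04) and 99.7 for the 13 protocadherins with known GC content and length (0.15), and at 3.42 and 83.8 for the glucocorticoid-induced and Hox genes. Members of matched lists were drawn independently, while camera estimated a correlation of 0.924 in the G2/M list and 0.442 in the immediate-early list. For both lists the percentile therefore cannot show a shift. At an unadjusted p under 0.05 there were 2 of 33 G2/M genes, 4 of 20 glucocorticoid-induced genes, 1 of 22 immediate-early genes, 4 of 23 clustered protocadherins and 1 of 11 Hox genes. DESeq2 called 1 G2/M gene lower and 1 glucocorticoid-induced gene higher, and 0 in the other 3 lists. With time as a replicate block edgeR called 2 higher and 4 lower G2/M genes, 1 and 5 glucocorticoid-induced genes, 1 and 3 immediate-early genes, 2 and 0 protocadherins and 1 and 0 Hox genes. The camera adjusted p of the G2/M list was 0.838, and 0.276 with the block. Leaving out 1 library leaves the times unbalanced between genotypes, and this list was higher at 32 h. Its adjusted p was 8.64e-08 without the Smc3-/- library at 32 h, with lower expression in the other Smc3-/- library, and 6.43e-06 without the Smc3-/- library at 20 h, with higher expression. Without the control library at 32 h the camera adjusted p was 0.00393 for the Hox list and 0.0095 for the immediate-early list. With the block and removal of the GC and length trends it was 0.0274 for the protocadherins, 0.0126 for the glucocorticoid-induced genes and 0.00134 for the immediate-early genes. Each of these lists had an adjusted p of 0.948 with an estimated correlation in the fit without the block, and it was not estimated in the other fits. Protocadherins share exons within their clusters, so their counts are uncertain.

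Markers of other cell types were called in 4 cases. Pparg of fat cells was lower (-0.97 ± 0.18), Col9a1 of cartilage was higher (1.17 ± 0.24), Runx2 of bone was lower (-0.54 ± 0.10) and Tubb3 of neurons was higher (0.82 ± 0.13). Of these, Pparg, Col9a1 and Tubb3 were not called after removal of the GC and length trends, with fold changes of -0.89, 1.13 and 0.61, while with the block added all 3 were called, and Runx2 had no GC content to correct with. No marker list was past the threshold by camera. Against matched lists the median was at percentile 0.26 for the fat cell markers, 1.73 for the endothelial and 99.4 for the neural markers. The Y-linked genes Kdm5d and Uty gave -0.92 ± 0.23 and -0.93 ± 0.25 and were not called by edgeR, while both had an unadjusted p under 0.05, both were called lower by DESeq2, and both were called lower by edgeR with time as a replicate block (adjusted p = 0.000596 and 0.00136). Their fold changes after removal of the GC and length trends were -0.57 and -0.27 and neither was called, and with the block added Kdm5d was called (edgeR adjusted p = 0.00333) and Uty was not (-0.26, 0.252). With that block edgeR called 1 fat cell marker higher and 3 lower, 2 and 1 cartilage and bone markers, 3 and 1 neural markers, and 1 and 2 endothelial markers. Exons of Runx2 overlap those of a gene on the other strand. For the collagen list, the Mediator list, the genes near the Nr1d1 enhancer, the G2/M list and the cartilage and bone markers, the mean and the median had opposite signs.

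**Figure D3:**
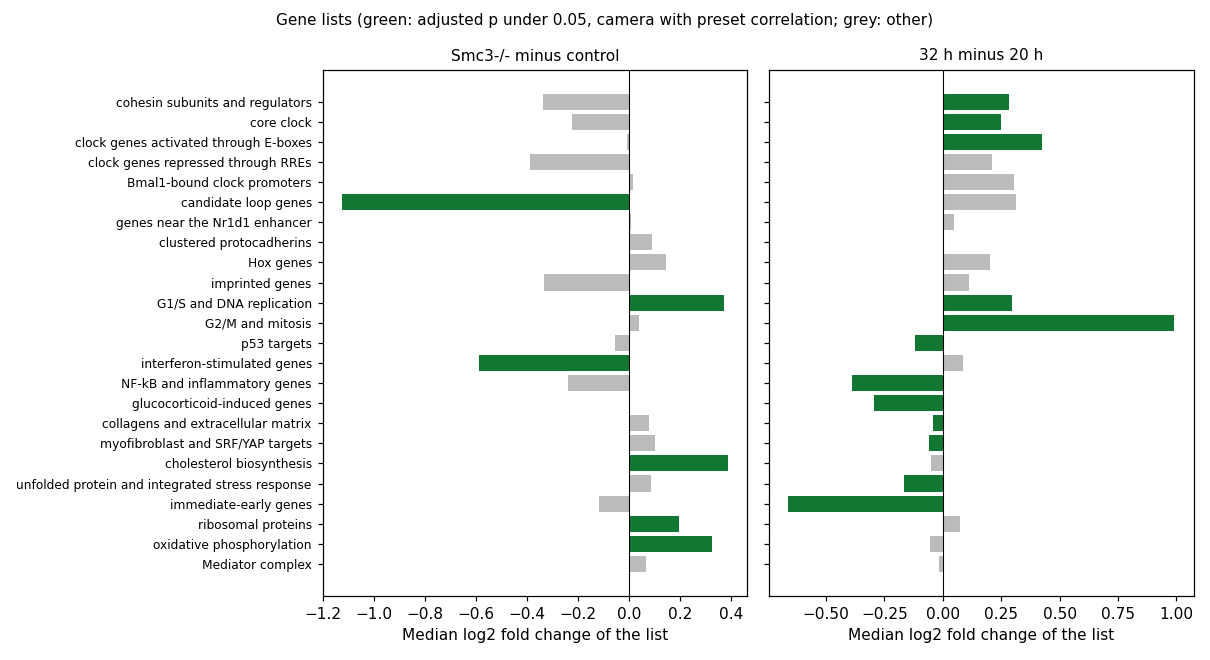
Median log2 fold change of 24 gene lists (horizontal axis), libraries labelled Smc3-/- minus control on the left and 32 h minus 20 h on the right; green bars are lists with an adjusted p under 0.05 by camera with a preset correlation, and grey bars are lists not past that threshold. The candidate loop genes had the lowest median on the left, -1.12, and the G2/M genes the highest on the right, 0.99.

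The second comparison was between collection times, with genotype as a covariate. Of 21 core clock genes 5 were higher at 32 h, 1 was lower and 15 were not called. Cry1, a repressor of the clock, rose from 8.10 to 20.8 CPM in control and from 5.83 to 23.9 CPM in the libraries labelled Smc3-/- (log2 fold change 1.69 ± 0.19, edgeR adjusted p = 1.2e-05). Per2 (1.08 ± 0.21), Per3 (0.92 ± 0.24), Dbp (0.82 ± 0.19) and Tef (0.61 ± 0.09) were also higher at 32 h, and Nr1d1 was lower, at 114 and 76.3 CPM in control and 127 and 64.1 CPM in the libraries labelled Smc3-/- (-0.78 ± 0.10, edgeR adjusted p = 9.6e-05). Adjusted over the list alone 8 rose and 1 fell (camera adjusted p = 0.0422, adjusted p = 0.764 with an estimated correlation). Clock genes activated through E-boxes gave 4 higher and 1 lower of 10, and 7 and 1 when adjusted over the list alone (camera adjusted p = 0.00525, adjusted p = 0.764 with an estimated correlation), and of the 4 repressed through RREs only Cry1 was called (camera adjusted p = 0.344). DESeq2 called 2 core clock genes higher and 1 lower, and 1 and 1 of the E-box list.

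Of 33 G2/M genes 25 were called higher at 32 h by edgeR and 7 by DESeq2, and part of the immediate-early, inflammatory and glucocorticoid-induced genes were called lower. All 33 had a positive fold change and 33 passed when adjusted over the list alone, with a median of 0.99 (camera adjusted p = 1.09e-20, adjusted p = 0.764 with an estimated correlation), among them Kif11 (1.42 ± 0.22), Nusap1 (1.40 ± 0.25) and Aurkb (1.37 ± 0.23). Of 34 genes of G1/S and DNA replication 5 rose, Tk1 (0.99 ± 0.16), Rrm2 (0.86 ± 0.14), Uhrf1 (0.63 ± 0.12), Lig1 (0.62 ± 0.12) and Pcna (0.33 ± 0.09), and 8 did when adjusted over the list alone (camera adjusted p = 2.07e-09, adjusted p = 0.764 with an estimated correlation). Egr1, a transcription factor induced within minutes by growth factors, fell from 120 to 25.2 CPM in control and from 119 to 34.1 CPM in the libraries labelled Smc3-/- (-2.02 ± 0.11), and 11 of 22 immediate-early genes were lower (camera adjusted p = 1.14e-10, adjusted p = 0.764 with an estimated correlation), with 14 lower and 1 higher when adjusted over the list alone. The chemokine gene Ccl2 fell by 2.01 ± 0.17 and Cxcl5 by 1.61 ± 0.14 on the log2 scale, and 12 of 29 NF-kB and inflammatory genes were lower, 17 when adjusted over the list alone (camera adjusted p = 6.76e-11, adjusted p = 0.764 with an estimated correlation). Sgk1 (-1.42 ± 0.13), Dusp1 (-1.12 ± 0.15) and Mt2 (-1.07 ± 0.09) were among 8 of 20 glucocorticoid-induced genes that fell, and Tsc22d3 rose (0.43 ± 0.10), with 10 lower and 2 higher when adjusted over the list alone (camera adjusted p = 0.000119, adjusted p = 0.764 with an estimated correlation). Tagln, an actin-binding protein of smooth muscle, fell by 1.96 ± 0.11 and was 1 of 8 lower genes among 24 myofibroblast and SRF/YAP targets, with 8 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.00525, adjusted p = 0.764 with an estimated correlation). DESeq2 called 2 G1/S and DNA replication genes higher, and 6 immediate-early genes, 5 NF-kB and inflammatory genes, 6 glucocorticoid-induced genes and 4 myofibroblast and SRF/YAP targets lower. Aqp1, a water channel, rose by 1.48 ± 0.09, Lctl by 1.91 ± 0.24 and Cpm by 1.82 ± 0.26. Exons of Tagln, Lctl, Tk1, Lig1 and Nusap1 overlap those of genes on the other strand.

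Further lists were past camera's threshold between times. Of 16 cohesin genes Sgol1, which protects cohesin at centromeres (1.32 ± 0.27), and Esco2, which acetylates cohesin during DNA replication (1.31 ± 0.37), were higher, and 4 were when adjusted over the list alone (camera adjusted p = 0.000703, adjusted p = 0.764 with an estimated correlation). Of 28 stress response genes Ppp1r15a (-0.47 ± 0.12), Hyou1 (-0.44 ± 0.09), Asns (-0.42 ± 0.11), Psat1 (-0.42 ± 0.09) and Manf (-0.39 ± 0.09) were lower, 9 when adjusted over the list alone (camera adjusted p = 0.000879, adjusted p = 0.764 with an estimated correlation). Of 43 collagen and extracellular matrix genes 8 were lower and 2 higher, Eln (0.98 ± 0.21) and Lum (0.76 ± 0.20), with 13 lower and 5 higher when adjusted over the list alone (camera adjusted p = 0.0388, adjusted p = 0.764 with an estimated correlation), and this list was not past the threshold after removal of the GC and length trends (camera adjusted p = 0.0998). Of 30 p53 targets Gadd45a (-0.75 ± 0.17) and Dcxr (-0.45 ± 0.11) were lower and Ckap2, a protein of the mitotic spindle, was higher (0.65 ± 0.18), with 5 lower and 3 higher when adjusted over the list alone (camera adjusted p = 0.0422, adjusted p = 0.764 with an estimated correlation). Of 3 muscle markers edgeR and DESeq2 called 0, 2 had an unadjusted p under 0.05 and 2 were higher when adjusted over the list alone (camera adjusted p = 0.00852, adjusted p = 0.764 with an estimated correlation). Exons of Gadd45a overlap those of a gene on the other strand. Pcna, Tsc22d3, Manf and Lum were named after their values were seen. Esco2 was not called after removal of the GC and length trends (edgeR adjusted p = 0.0783). In the cohesin, stress response and p53 lists DESeq2 called 0 genes, where 9, 12 and 10 had an unadjusted p under 0.05 by edgeR, and in the collagen list 6 lower. None of the 13 lists past the threshold held with an estimated correlation. That setting could not decide with 4 libraries. Even the G2/M list, with all 33 fold changes positive, had an unadjusted camera p of 0.287 there. The remaining 19 lists were not past it, although the ribosomal protein list was after removal of the GC and length trends (camera adjusted p = 0.000309) and the list of clock genes with Bmal1 at their promoters was with no genotype term (camera adjusted p = 0.0348). With an estimated correlation, in the fit with the genotype term and no correction, their adjusted p-values were 0.843 and 0.764. Mean and median, or the direction of the test, differed in sign for the genes near the Nr1d1 enhancer, the Mediator list and the neural and epithelial markers.

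Of the 12028 genes, 342 were higher and 292 lower at 32 h by edgeR with 1 residual degree of freedom. With median-ratio size factors the numbers were 88 and 114, and by DESeq2 58 and 92. With no genotype term 0 genes were called by edgeR, where 395 had an unadjusted p under 0.05. In fits that had no genotype term and also left out 1 library, so that genotypes were unbalanced between times, 4 genes were called higher and 5 lower without the control library at 20 h, 41 and 28 without the control library at 32 h, 2 and 12 without the Smc3-/- library at 20 h, and 1 and 4 without the Smc3-/- library at 32 h.

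Whether the change with time differed between genotypes could not be tested, because each genotype had 1 library at each time. By the rule set for this question, a clock gene was to be flagged if its changes had opposite signs and were each at least 0.5. No core clock gene met it. The log2 ratio of 32 h to 20 h for Nr1d2 was 0.14 in control cells (95% counting interval -0.07 to 0.35) and -0.92 in the libraries labelled Smc3-/- (-1.21 to -0.63). For Clock it was 0.73 (0.48 to 0.99) and 0.08 (-0.27 to 0.42), for Dbp 1.17 (0.79 to 1.56) and 0.49 (0.14 to 0.84), and for Arntl -0.37 (-0.70 to -0.05) and -0.13 (-0.50 to 0.25). For Cry1 it was 1.36 (1.02 to 1.72) and 2.03 (1.66 to 2.42), and for Per1 0.16 (0.01 to 0.31) and 0.45 (0.31 to 0.59), a larger increase in the libraries labelled Smc3-/- for both. For Per3 it was 1.42 (0.94 to 1.92) and 0.40 (-0.08 to 0.89), and for Nr1d1 -0.58 (-0.71 to -0.46) and -0.98 (-1.12 to -0.85). These intervals cover counting error only and compare single libraries, not genotypes. The ratios were not corrected for GC content. Clock (41.6% GC) and Nr1d2 (41.8%) belong to the genes of lowest GC content, where the 2 control libraries differed by a median of 0.31.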

Values the study reported

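The study reported that Smc3 expression decreased by 80–90% in the Smc3-/- cells relative to control cells. At a log2 fold change over 0.8 it listed 248 genes as over-expressed and 1064 as under-expressed in the cells without cohesin. The selection by fold alone, with the stricter read filter above and no limit on p, gave the same numbers. By gene set enrichment analysis it reported circadian clock genes as enriched among the under-expressed ones. By RT-PCR over more time points it reported lower Nr1d1 in Smc3-/- cells. It also named Clock, Rora and Npas2 as under-expressed, and the selection by fold above gave the same genes. Their number there was not past the threshold by Fisher's exact test. In the counts above Nr1d1 was not called and had opposite signs at 20 h and 32 h. The core clock list, another gene set, was not past camera's threshold.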

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

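The corrections for GC content and length were chosen after the data were seen, and the other alternatives before. Fits without 1 library have 3 libraries, in which the lone library of its genotype is assumed to vary like the others. Between genotypes these fits leave the times unbalanced, and between times they also have no genotype term, so that genes that differ between genotypes move with the library left out. A stricter threshold calls fewer genes. For the other changes below the cause was not tested. In simulated data the fit without a block recovered 52 of 100 genes changed 2-fold, and the fit with time as a replicate block 88. That simulation took its dispersions from the blocked fit and let both genotypes change alike with time, which favours the block. In the real libraries the rho of the time change with GC content was -0.424 in control and 0.0455 in Smc3-/-. With the fitted trends added, the uncorrected blocked fit made 977 false calls. The blocked fit has 1 residual degree of freedom and the same libraries, so a call regained there is not independent evidence.

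Genes higher and lower in the libraries labelled Smc3-/- numbered 172 and 556. They were 88 and 325 with median-ratio size factors, 64 and 448 with library size only, 280 and 855 by DESeq2, 75 and 247 by limma-voom, 395 and 1137 without a filter, and 0 and 0 by edgeR at a threshold of 0.01, where 3780 genes had an unadjusted p under 0.05. Leaving out 1 library gave 0 to 290 higher and 7 to 1307 lower. With collection time as a replicate block they were 1643 and 2305, all 728 called genes kept their sign and were called there too, 93 of 110 named-gene results stayed on their side of the threshold and the other 17 gained a call, and 31 of 32 lists stayed and 1 gained a call. The GC correction gave 126 and 179, the length correction 20 and 41, and both 33 and 57. With the replicate block, the 11428 genes with GC content and length gave 1529 and 2139 uncorrected and 1805 and 1403 corrected. After both corrections 59 named-gene results with GC content and length stayed on their side of the threshold and 48 lost their call. Of the 48 genes 36 kept a log2 fold change within a factor of 1.5. Over the 48 the median size of the log2 fold change went from 1.07 to 0.846, the median SE from 0.193 to 0.182 and the median unadjusted p from 0.00165 to 0.0033, and with the replicate block all were called after the corrections.

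Genes higher and lower at 32 h numbered 342 and 292. They were 88 and 114 with median-ratio size factors, 58 and 92 by DESeq2, and 0 and 0 by edgeR with no genotype term, where 395 genes had an unadjusted p under 0.05. With no genotype term and 1 library left out there were 1 to 41 higher and 4 to 28 lower, 2 choices changed at once, and the GC and length correction gave 489 and 532.

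Genes over log2 0.8, 363 higher and 1210 lower, were 171 and 925 with filterByExpr and 1294 and 2310 without a filter. They were 480 and 927 from the 20 h libraries alone and 590 and 1972 from the 32 h libraries alone. With an edgeR adjusted p under 0.05 as well they were 35 and 353. After the GC and length correction they were 157 and 357, against 157 and 854 uncorrected in the same genes. Those genes also needed to pass filterByExpr, with 2 reads in every library and a known GC content. The Smc3 log2 fold change of -0.29 ranged from -0.56 to 0.045 without 1 library, and was 0.107 after the GC correction, 0.128 after both corrections and 0.139 with the replicate block added (none of these 3 past the threshold). The correlation across genes of 0.751 was 0.829 at a mean CPM of at least 10, 0.734 with a pseudocount of 0.5 and 0.678 after the GC and length correction.

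Of the lists, 6 passed between genotypes and 13 between times with the preset correlation, and 0 in both with an estimated correlation or with fry. With 4 libraries the setting with an estimated correlation cannot decide against a list. For the candidate loop genes the adjusted p was 0.948 with an estimated correlation and 0.132 with fry. Between times the core clock list had 0.764 and 0.338, and the E-box list 0.764 and 0.367. The G2/M list between genotypes had adjusted p-values from 8.64e-08 to 0.457 without 1 library, with the opposite sign at 6.43e-06. Between times, the fold changes with no genotype term and 1 library left out ran from -0.15 to 1.37 for Cdo1 (also -0.01), from -0.75 to 1.97 for Plagl1 and from -1.03 to 0.11 for Psat1 (also 0.03), as the unbalanced genotypes of those fits require for genes that differ between genotypes, and each of these genes moved the same way with time in both genotypes. Lcn2 between genotypes was -0.18 with the replicate block and correction.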

Other observations

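The tests of swapped labels, of the log2 0.8 selection, of the GC trend between control libraries and of matched interferon lists were chosen after the result was seen, as were the repeats with time as a replicate block and the binomial intervals, which treat genes as independent.

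More genes were lower than higher in the libraries labelled Smc3-/-. The choice among 3 scalings is argued against, since without the block the lower-to-higher ratio of called genes was at least 3.23 under each. These scalings moved the median log2 fold change only between -0.0469 and 0.0173, so a larger shift of a whole library was not tested. They were not compared with the block, where the ratio was 1.40, and 0.777 after both corrections. GC and length bias is argued against as the whole cause of the selection by fold, where the ratio after both corrections was 2.27 (95% binomial interval 1.88 to 2.76). Bias along GC content stays a candidate explanation for the called genes, since their ratio of 3.15 in genes with known GC content fell to 1.42 (1.12 to 1.80) after its correction. That is under the limit of 1.5 set before this test was run, but with the limit inside the interval, and the correction itself was chosen after the data were seen. The 2 control libraries also differed along GC content (rho -0.424). Of the 48 named genes that lost their call after both corrections, 36 kept a log2 fold change within a factor of 1.5. Named genes were picked mostly for large changes, so this cannot speak for the called genes as a whole. Length stays open because the 61 genes called after its correction, at a ratio of 2.05 (1.17 to 3.69), were too few to decide, and with the block the ratio was already 1.40 uncorrected, and 0.83 and 0.819 after the GC and length corrections. A greater effect on genes of long genomic span may also contribute, since called lower genes had a median span 1.67 times that of uncalled genes matched on exonic length, GC content and expression (87.3 against 52.3 kb), and 1.55 times with the block.

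Smc3 counts were not clearly reduced in the libraries labelled Smc3-/-, and a swap of labels between genotypes at 1 time is argued against by the positive correlation of the differences at 20 h and 32 h across genes (r = 0.751). Counts from exons outside the deleted part or incomplete deletion may account for it and were not tested here, since the counts are not given per exon. Genotype labels exchanged at both times would alone make Smc3 much higher in the libraries labelled Smc3-/-. The log2 ratios of 0.05 (-0.15 to 0.26) at 20 h and -0.57 (-0.78 to -0.37) at 32 h argue against that as the only cause. A wrong label at both times would go against what the study found on deleting a cohesin site near Phldb2 in a liver cell line, a lower Phldb2 level as in the libraries labelled Smc3-/-, although Phldb2 was picked on these samples. The selection by fold with at least 2 reads in every library gave the study's own counts, 248 higher and 1064 lower. The deposited labels are therefore those under which the study made its lists. That does not test whether those labels were right. The log2 fold change of Smc3 here was -0.29, or 0.128 after the GC and length corrections, and the counting interval of the larger difference, at 32 h, reached -0.78. None of these is as large a decrease as the one quoted from the study above.

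Of 38 interferon-stimulated genes 8 were called lower in the libraries labelled Smc3-/-, and the list was past camera's threshold with the preset correlation but not with an estimated correlation (adjusted p = 0.948) or with fry (0.132). Their GC content, length and expression are argued against as the whole cause, since the median of 37 members, -0.59, lay at percentile 0 of 10000 matched lists, whose central 95% ran from -0.20 to 0.11. The matched lists treat genes as independent. A difference between the Cre and GFP viruses, or in the response to them, may account for it as well as the loss of cohesin, and the design, in which virus and genotype go together, cannot separate these.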
